A study of Homo sapiens with 18 samples. Its data were reported in "The transcription factor CBFB suppresses breast cancer through orchestrating translation and transcription" (2019).

How the data were processed

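RNA from MCF10A cells was sequenced, with 18 samples in 5 groups. The labels name a TruSeq mRNA kit, which selects polyadenylated RNA, while the study's methods describe removal of ribosomal RNA, and which applies is not known. The groups were CBFB KO (3 samples), its WT (3), RUNX1 KO1 (4), RUNX1 KO2 (4) and the WT of the RUNX1 experiment (4). Groups were taken from the sample labels. The labels number the RUNX1 knockouts KO1 and KO2, read here as separate clones, and do not number the CBFB knockout, treated here as 1 clone because the study selected single-cell colonies. Differences between clones are therefore part of each comparison. The CBFB and RUNX1 experiments have their own WT libraries. That both RUNX1 tables use the same WT libraries was checked on the WT levels implied by each, which differed between the tables by an SD of 0.03 (log2) across genes.

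The data were the authors' deposited tables of knockout against WT, 3 in number, made with the DESeq algorithm as the study's methods state. The column names and values are those of a Wald test as the authors ran it in DESeq2. The aligner, the read counter, the genome build and the gene annotation are not stated. Each table gives the mean of the authors' normalized counts over the libraries compared, treated here as a signal because it is a deposited mean and not a count. It also gives the authors' deposited log2 fold change, which is shrunk toward 0 for genes with few reads, and its SE. The deposited test score is the log2 fold change divided by its SE, with the largest deviation at 4.9e-07 over all 3 tables. The authors' deposited p-values are two-sided normal p-values of that score, and the adjusted p-values follow Benjamini and Hochberg. Recomputing the adjusted values gave a largest deviation of 6.8e-04, which fits an adjustment over slightly more genes than are listed. Genes under a mean of 3.37 in the CBFB table, 0.748 in the KO1 table and 1.02 in the KO2 table have no adjusted p-value, and they were not counted as tested. This left 14975, 16394 and 15636 genes. Shrinkage makes fold changes of weakly expressed genes too small, so a fold-change threshold removes some of them. The tables hold 0 columns of per-sample values, so no value per replicate, SD or count model of single libraries could be given. Other matrices that the labels mention were not analysed here.

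Depth was read from the tables. Genes with a single read in a single library have a mean equal to 1 read divided by the number of libraries and by that library's size factor, and these repeated values give the factors of all libraries of a table, unlabelled. The geometric mean of the factors was 1.00 in the CBFB table, 1.01 in the KO1 table and 1.01 in the KO2 table. The total number of reads per library is not known beyond the sums of normalized counts.

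Genes were joined between tables by Entrez ID. In each of the tables, 23 symbols had been turned into calendar dates by spreadsheet software, and 1613, 1241 and 1202 symbols differed from the current RefSeq symbol. Of the IDs, 99.6% (CBFB KO), 99.7% (KO1) and 99.6% (KO2) matched the RefSeq annotation of GRCh38.p14, which was used for gene names, for the order of genes along chromosomes and for counts of pseudogenes. Since the authors' build is not stated, no coordinates are given. Transcript length and GC content came from the longest annotated transcript of each gene in GENCODE release 29, and covered at least 98.9% of genes with a mean of at least 100.

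Genes with an adjusted p-value under 0.05 and a fold change of at least 2 were called changed, as in the study. Genes called in both RUNX1 clones, and in CBFB KO and both clones, had to change in the same direction. Overlaps were set against chance by two-sided Fisher's exact tests over the genes tested in all tables concerned. The tests ignored direction unless a direction is given, while numbers expected by chance count genes of equal direction. For clones that share WT, 100 simulations drew unchanged clones from the deposited means and SEs with a common WT. Fold changes were compared by Pearson and Spearman correlation across genes with a mean of at least 100. Differences between CBFB KO and each RUNX1 clone, which share no library, were tested by a two-sided normal test of the difference of fold changes over its combined SE, with Benjamini-Hochberg adjustment. KO1 and KO2 share WT and were not tested this way. Gene lists were the NOTCH pathway, NOTCH targets, RUNX family, epithelial markers, mesenchymal markers, proliferation genes, interferon-stimulated genes, the 16 transcripts whose CBFB binding the study tested, and the study's signature of 10 genes. Each list's median was given as a percentile of 10000 random lists of the same size matched in 20 bins of mean expression, which describes these libraries and is no test across samples. Adjusted p-values under 0.05 were counted over all genes and adjusted over the list alone. Runs of neighboring genes were sought as windows of 25 expressed genes whose median exceeded that of the largest windows in 1000 shuffled gene orders.

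Genes named in the text were CBFB, RUNX1, RUNX2, RUNX3, HNRNPK, EIF4B, members of the lists that matter to a comparison, and for each comparison and the 3-table intersection the 5 largest rises and 5 largest falls. The ranking took genes past both thresholds with a mean of at least 100. Genes named outside this rule are marked as chosen after their values were seen. Comparisons, lists, thresholds and most alternatives were fixed before the data were examined. Alternatives fixed then were fold-change thresholds of 1.5, 4 and none, FDR 0.01 and 0.10, means of at least 10, 100 and 1000, a repeated Benjamini-Hochberg adjustment, centring of fold changes on their median, other ways to join the clones, Spearman correlation and unmatched random lists. Added later were the removal of a lowess trend (share 0.3) of fold changes on length and then GC content, the removal of the chromosome 5 run, the centring of named genes, and a join by gene symbol.

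The procedures were tested on simulated data built from the real means and SEs of the CBFB table. These used genes with a mean of at least 100, normal noise at the deposited SEs and no shrinkage. They check the code and do not show how calls behave for weakly expressed genes or in KO2. Over 10921 genes, 98.0% of 200 genes changed by known amounts were called and 0 unchanged genes were. The test of differences found 87.5% of the changed genes, with 9 unchanged genes called over 10921 genes, and the search for runs found the 1 planted run with all of its 60 genes over 10896 genes. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.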

Results

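RNA was sequenced from MCF10A cells, an immortalized human mammary epithelial line that does not form tumors, and from clones of that line in which CBFB or RUNX1 had been disrupted by CRISPR-Cas9. CBFB is the non-DNA-binding partner of the RUNX transcription factors. The 18 samples formed 5 groups. CBFB KO and its own wild type (WT) had 3 samples each, and the RUNX1 clones KO1 and KO2 and the WT of the RUNX1 experiment had 4 samples each. The comparisons address how far the loss of CBFB and the loss of RUNX1 change the same transcripts, and whether the loss of CBFB changes RUNX1 mRNA. The values are those of the authors' deposited tables of knockout against WT, which carry a mean, a log2 fold change, its standard error (SE) and an adjusted p-value per gene but no value per library. Both RUNX1 clones were compared with the same 4 WT libraries.

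The authors' deposited tables listed 18526 genes for CBFB KO, 18517 for RUNX1 KO1 and 18117 for RUNX1 KO2, and 17252 genes were in all 3. The mean normalized counts summed to 20214423 reads per library in the CBFB table, 18050386 in the KO1 table and 16467400 in the KO2 table. The lowest means in each table repeat at the value that a single read in a single library gives, which yields the size factor of each library without saying which library it is. These factors ran from 0.657 to 1.18 in the CBFB table, from 0.921 to 1.10 in the KO1 table and from 0.562 to 1.29 in the KO2 table. Among genes with a mean of at least 100 normalized counts, the median SE of a log2 fold change was 0.12 in the CBFB table, 0.10 in the KO1 table and 0.21 in the KO2 table, so changes in KO2 were measured with less precision. The numbers of knockout and WT samples were equal in each table, and SEs below are those of the deposited models.

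The targeted genes were examined first. In the authors' deposited table for CBFB KO, CBFB mRNA (Entrez ID 865) fell by 4.88 on the log2 scale (SE 0.14), with an adjusted p-value of 1.39e-252. CBFB mRNA was not detectably changed in the authors' deposited tables for RUNX1 KO1 (log2 fold change -0.12, adjusted p = 0.525) and RUNX1 KO2 (-0.29, adjusted p = 0.679). RUNX1 mRNA (Entrez ID 861) was not detectably changed in CBFB KO, with a log2 fold change of 0.17 (SE 0.12, adjusted p = 0.390) in the authors' deposited table. In the RUNX1 clones, RUNX1 mRNA was higher than in WT. The authors' deposited tables gave a log2 fold change of 0.54 (SE 0.09, adjusted p = 1.45e-08) in KO1 and 0.46 (SE 0.13, adjusted p = 0.00470) in KO2. The mRNA level therefore does not check the RUNX1 labels as it does the CBFB label, and directions below are those of the libraries labelled RUNX1 KO. Removing the trend of fold changes on transcript length and GC content moved these values most, to 0.40 in KO1 and 0.50 in KO2, and both stayed past the threshold. The difference in the response of RUNX1 mRNA was not past the adjusted threshold between CBFB KO and KO1 (difference -0.38, unadjusted p = 0.0138, adjusted p = 0.0970) or KO2 (difference -0.29, unadjusted p = 0.105, adjusted p = 0.725), which does not exclude a smaller response in CBFB KO.

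The other members of the family were low. RUNX2 had a mean of 97.6 normalized counts in the authors' deposited table for CBFB KO and was higher there by a log2 fold change of 0.77 (adjusted p = 3.37e-04). Its log2 fold change in the authors' deposited tables was 0.66 in KO1 (adjusted p = 0.0126) and 0.39 in KO2 (adjusted p = 0.421). RUNX3 had means of 0.162 and 0.0970 in the authors' deposited tables for CBFB KO and KO2, too low for a comparison, and was not listed for KO1. The family list also holds CBFB, and 3 of its 4 members were tested in each table. In CBFB KO, 2 members had an adjusted p-value under 0.05, namely RUNX2 and the deleted CBFB itself. There were 2 in KO1 and 1 in KO2, and the same numbers were found when adjusted over the list alone. The list's median log2 fold change of 0.17, 0.54 and 0.39 lay at percentile 80.5, 96.8 and 93.0 of random lists. HNRNPK and EIF4B, which encode binding partners of CBFB in the study, changed little. In the authors' deposited tables HNRNPK had log2 fold changes of -0.13, -0.23 and -0.42 in CBFB KO, KO1 and KO2, of which only the KO1 value had an adjusted p-value under 0.05. EIF4B had -0.33, -0.30 and -0.35 in the authors' deposited tables, each with an adjusted p-value under 0.05, though the KO2 value was no longer past it once the trend on length and GC content was removed (-0.28, adjusted p = 0.0572). Both values are uncertain, since the RefSeq annotation lists 5 pseudogenes of HNRNPK and 9 of EIF4B that can share reads with them.

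**Figure D1:**
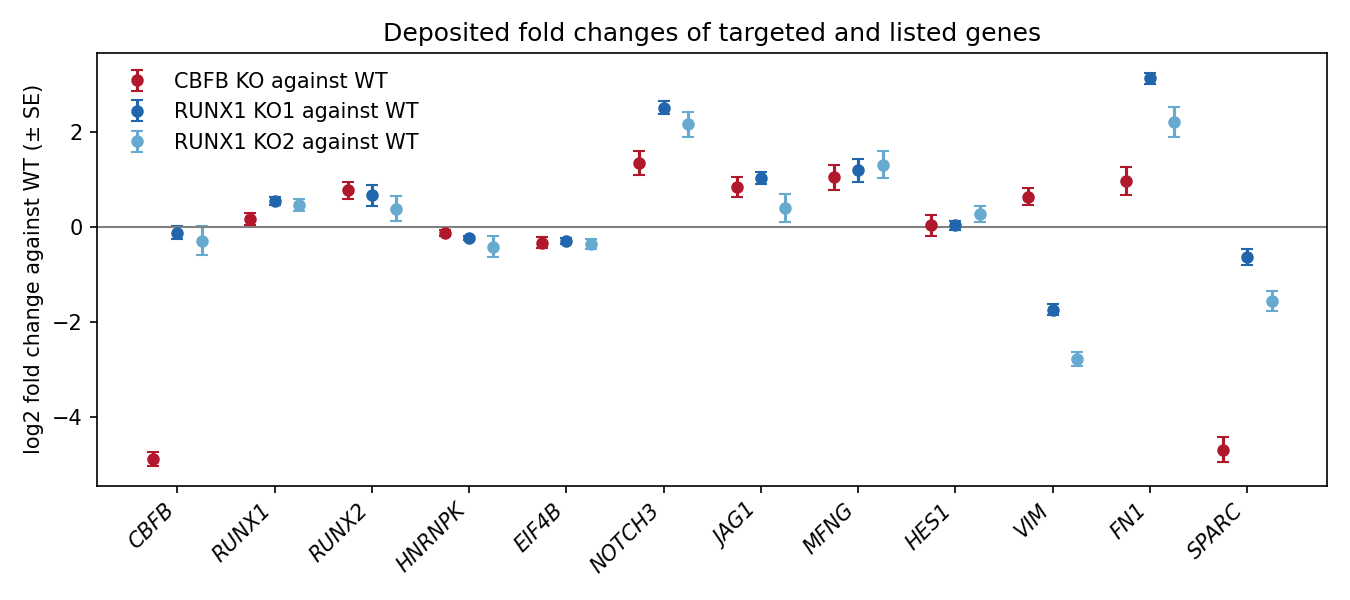
Log2 fold changes against WT (vertical axis, points) of the targeted genes and of genes from the lists in the 3 deposited tables, with bars for 1 SE of the deposited model. CBFB fell only in CBFB KO (-4.88), NOTCH3 and FN1 were higher in each table, and VIM was higher in CBFB KO (0.64) and lower in both RUNX1 clones (-1.74 and -2.77).

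Genes were called changed at an adjusted p-value under 0.05 and a fold change of at least 2, the thresholds of the study. By the authors' deposited table, 446 genes changed in CBFB KO, of which 257 were higher and 189 lower than in WT. In RUNX1 KO1, 809 genes changed in the authors' deposited table, 551 higher and 258 lower. In RUNX1 KO2, 857 genes changed in the authors' deposited table, 610 higher and 247 lower. These counts moved most with the fold-change threshold. Without it, 2943 genes had an adjusted p-value under 0.05 in CBFB KO, 6481 in KO1 and 2319 in KO2. KO1 had the smallest median SE (0.10, against 0.12 in CBFB KO and 0.21 in KO2). Whether this accounts for its large count was not tested. The excess of higher genes depends on the threshold as well. Without it, 1749 were higher and 1194 lower in CBFB KO, 3224 and 3257 in KO1, and 1369 and 950 in KO2. At a fold-change threshold of 4 the numbers were 32 higher and 38 lower in CBFB KO, 102 and 53 in KO1, and 85 and 60 in KO2.

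Among genes with a mean of at least 100, those with the largest rise in CBFB KO were CCND2, NIBAN1, IL1B, MYO15A and FEZ1, with log2 fold changes of 7.58, 7.08, 4.85, 4.31 and 3.65 in the authors' deposited table. NIBAN1 is listed there under its older symbol FAM129A, and CCND2 has 1 annotated pseudogene. The largest falls were those of ROS1, PNLIPRP3, CBFB, SPARC and NUDT12, at -6.30, -5.18, -4.88, -4.68 and -4.58 in the authors' deposited table. In KO1 the largest rises were those of NIBAN1, CCND2, MMP9, IL32 and GSDMA (6.46, 4.98, 4.92, 4.77 and 4.50 in the authors' deposited table). BEX3, ROS1, ANO1, SCNN1G and SULT1E1 fell most in KO1, with -5.94, -5.35, -3.98, -3.39 and -3.19 in the authors' deposited table. In KO2 the same ranking of the authors' deposited table gave NIBAN1, CCND2, MMP9, GSDMA and GGT6 (5.50, 5.19, 4.46, 4.31 and 3.70) among the rises. It gave BEX3, ROS1, ANO1, FHOD3 and MCF2 (-6.49, -6.09, -4.59, -3.49 and -3.20 in the authors' deposited table) among the falls. MMP9, IL32 and SULT1E1 were not listed in the CBFB table, and IL32 was not listed in the KO2 table, so their response there is not known.

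The RUNX1 clones were compared with each other to find the genes that both share. A set of 556 genes changed in both clones in the same direction, 383 higher and 173 lower, and 0 genes changed in opposite directions. By chance, 24.6 shared genes of equal direction would be expected among the 15562 genes tested in both tables. By Fisher's exact test, the odds ratio was 119 without regard to direction, 178 for higher and 419 for lower genes. As the clones share their WT libraries, chance alone aligns their fold changes. In 100 simulations of unchanged clones against one shared WT, the correlation across genes had a median of 0.24 (range 0.21 to 0.27). The observed correlation was 0.80 across 10174 genes. These simulations hold no changed genes, so how far shared WT raises the overlap of genes that do change was not tested. Of the genes changed in KO1, 23 were absent from the KO2 table and could not be counted.

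Next, the CBFB set was intersected with that of both RUNX1 clones. The authors' deposited tables shared 216 genes changed in the same direction in all 3, of which 139 were higher and 77 lower, and none of the shared genes moved in opposite directions. By chance, 7.66 of equal direction would be expected among 14500 genes tested in all 3 tables. Without regard to direction, the odds ratio was 50.3 (two-sided Fisher's exact test p = 1.66e-215). Within directions it was 93.5 for higher and 132 for lower genes. Genes are not independent and the samples come from single clones, so this p-value describes the overlap of lists and is no evidence across clones. The shared genes made up 48.4% of the genes changed in CBFB KO and 38.8% of those changed in both clones, which leaves 230 and 340 genes outside the intersection. With KO1 alone the intersection held 269 genes, with 2 genes changed in opposite directions, and with KO2 alone it held 236 genes, with 1 in opposite directions. The count moved most with the fold-change threshold, to 34 genes at 4 (15 higher and 19 lower) and 966 without one (628 higher and 338 lower). Some genes could not enter the intersection. Of the genes changed in both clones, 21 were absent from the CBFB table, and of those changed in CBFB KO and KO1, 8 were absent from the KO2 table.

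In the intersection, ranked by the smallest absolute change of the 3 authors' deposited tables, NIBAN1, CCND2, GSDMA, TNFSF15 and FEZ1 rose most, by log2 fold changes of at least 5.50, 4.98, 3.14, 2.86 and 2.82. ROS1, BEX3, MCF2, FHOD3 and PNLIPRP3 fell most, with -5.35, -4.55, -3.07, -3.02 and -2.77 as the smallest change in the authors' deposited tables. The study built a signature of 10 genes from these samples. All 10 were lower in each of the authors' deposited tables, and all 10 passed both thresholds in each, also when adjusted over the list alone. Their median log2 fold change was -3.81 in CBFB KO, -3.05 in KO1 and -3.52 in KO2. Since the list was chosen on the same libraries, this is not independent evidence, and 5 of the 10 had a mean under 100 in each table.

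Fold changes were then compared across genes with a mean of at least 100 in both tables, for 3 pairs of tables. Genes are not independent replicates, so no p-value is given. CBFB KO and KO1 had a Pearson correlation across genes of 0.703 (Spearman 0.576) over 10531 genes, and 69.7% of genes had the same sign. CBFB KO and KO2 had 0.724 (Spearman 0.659) over 10064 genes, with 73.9% of the same sign. These pairs share no library. KO1 and KO2, which share WT, had 0.802 (Spearman 0.642), with 71.2% of the same sign against 58.8% in the simulation. Of the 445 genes changed in CBFB KO and listed for KO1, 93.3% had the same sign in KO1, and of the 433 listed for KO2, 90.8% had the same sign in KO2. Of the alternatives, rank correlation moved the value most for each of the 3 pairs.

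**Figure D2:**
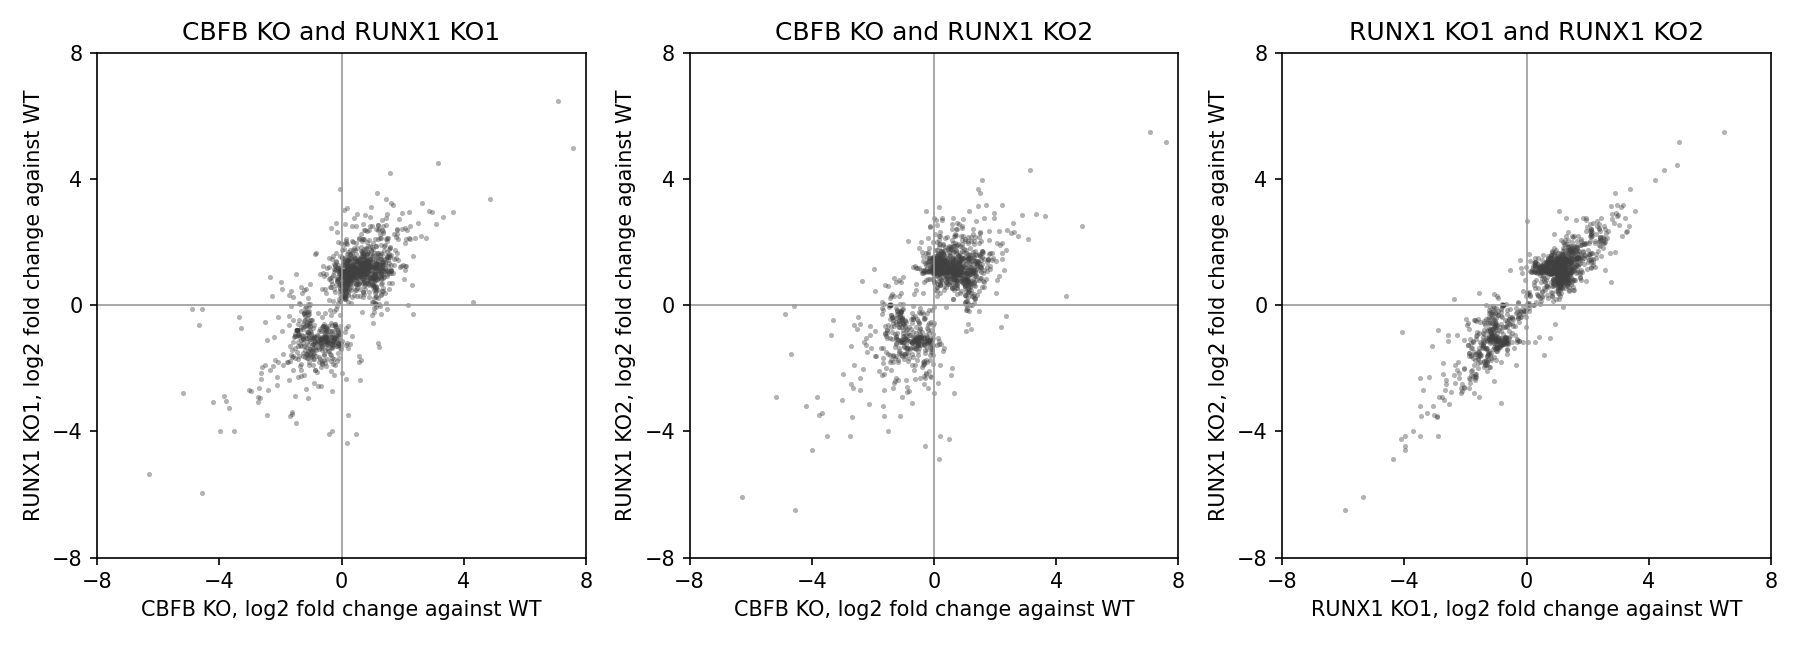
Log2 fold changes against WT of the genes changed in at least 1 of the 3 deposited tables, for each pair of tables, where each point is a gene. Most points lie in the quadrants of equal sign, and the Pearson correlations over all genes with a mean of at least 100 were 0.703, 0.724 and 0.802 from left to right.

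The difference between the response to CBFB loss and to RUNX1 loss was tested per gene from the deposited fold changes and SEs. With Benjamini-Hochberg adjustment, 1470 of 14940 genes differed between CBFB KO and KO1, and 421 of 14503 between CBFB KO and KO2. Median SEs were larger in KO2 (0.21, against 0.10 in KO1), so these 2 counts cannot be compared directly. A set of 321 genes differed from both clones in the same direction. Both tests use the same CBFB KO values and the same RUNX1 WT libraries, so they are not independent. Among the 321 genes, 19 had opposite signs with an adjusted p-value under 0.05 in all 3 tables. Of these 19, 13 had a mean of at least 100 in the CBFB table. Of the 19, 4 (FASTKD3, C5orf34, CCT5 and TENT4A, chosen after their values were seen) lie in the run of raised genes on chromosome 5 described below. Without the listed genes of that run the numbers were 276, 15 and 9, and 2 of the 15 were higher in CBFB KO, against 6 of the 19. This test takes the WT of both experiments as equivalent starting points, and the experiments were sequenced with separate WT libraries, so experiment and knocked-out gene cannot be told apart in it.

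NOTCH signaling was examined because the study reports its repression by CBFB and RUNX1. NOTCH3 was higher in CBFB KO by a log2 fold change of 1.35 (SE 0.24, adjusted p = 7.51e-07) in the authors' deposited table. In the authors' deposited tables for the RUNX1 clones it was higher by 2.51 (SE 0.13, adjusted p = 1.77e-81) in KO1 and 2.16 (SE 0.26, adjusted p = 1.38e-14) in KO2. The rise was smaller in CBFB KO than in KO1 (difference -1.16, adjusted p = 0.00113), while the difference from KO2 was not past the threshold (-0.81, adjusted p = 0.348). Of the 35 genes of the NOTCH pathway list, 33, 33 and 32 were tested in CBFB KO, KO1 and KO2. Over all genes, 9, 12 and 7 had an adjusted p-value under 0.05, against 11, 12 and 7 adjusted over the list alone. The list had a median log2 fold change of 0.17, 0.17 and 0.21, at percentile 99.7, 97.9 and 98.9 of 10000 random lists matched on expression. The percentile of KO2 moved most, to 95.2 when members with a mean under 100 were left out. Besides NOTCH3, MFNG passed both thresholds in CBFB KO (log2 fold change 1.05 in the authors' deposited table) and in both clones (1.19 and 1.31), though in CBFB KO it fell short of the fold-change threshold once the trend on length and GC content was removed (0.94). DTX3 was lower in each of the authors' deposited tables, by -0.71 in CBFB KO (adjusted p = 0.0433), -1.71 in KO1 (adjusted p = 1.28e-07) and -1.90 in KO2 (adjusted p = 1.55e-06), at means of 5.33, 11.6 and 11.2 normalized counts, and passed both thresholds in both clones. JAG1 was higher in CBFB KO (0.84, adjusted p = 3.78e-04) and KO1 (1.03, adjusted p = 6.29e-16) in the authors' deposited tables, and not detectably so in KO2 (0.40, adjusted p = 0.477).

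The NOTCH targets list, which shares its 8 members with the pathway list, gave 2, 3 and 2 genes with an adjusted p-value under 0.05, and the same numbers adjusted over the list alone. Its median was 0.35, 0.45 and 0.39, at percentile 98.0, 95.8 and 90.2, over 6, 6 and 5 members. HES1, its most abundant member, was not detectably changed in the authors' deposited tables (log2 fold changes of 0.03, 0.04 and 0.28, with adjusted p-values of 0.944, 0.784 and 0.337), but passed the adjusted threshold in KO1 with the trend on length and GC content removed (0.24, adjusted p = 0.0256). HES4, chosen after its values were seen, was higher in CBFB KO (0.65, adjusted p = 0.0147, mean 123) in the authors' deposited table. In KO1 it was higher by 0.61 (adjusted p = 4.03e-05, mean 311), and it was not listed in the KO2 table. HEY2 was higher in the authors' deposited tables by 0.89, 0.89 and 1.11, at means of 11.5, 8.39 and 7.82 normalized counts. DTX1 rose in both clones (1.22 and 1.62 in the authors' deposited tables) and was 0.18 in CBFB KO (adjusted p = 0.745).

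The study tested CBFB binding of 16 transcripts one by one, and their mRNA levels were examined as a list. All 16 were tested in each table, and none passed both thresholds in any. With the adjusted p-value alone, 4 differed from WT in CBFB KO, 5 in KO1 and 0 in KO2, against 5, 5 and 0 adjusted over the list alone. At an unadjusted p-value under 0.05, 2 of the 16 differed in KO2. The 4 genes of CBFB KO were higher, namely DROSHA (0.72), TCF7 (0.62), TGFB1 (0.48) and RELA (0.36) in the authors' deposited table. DROSHA lies in a run of raised neighboring genes on chromosome 5 described next, and RELA was no longer past the threshold once the trend on length and GC content was removed (adjusted p = 0.127). The median of the list was 0.03, 0.02 and -0.13, at percentile 62.5, 63.3 and 9.35.

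Along the chromosomes, in the gene order of the RefSeq annotation of GRCh38.p14, expressed genes of the CBFB KO table formed a run of raised neighbors on chromosome 5. The run held 88 expressed genes from CCDC127 to MRPS30 with a median log2 fold change of 0.76, which is a 1.70-fold rise. Of these, 87 were higher than in WT, the exception being PDZD2 (-0.56), whose value was looked up after the run was found. In the RUNX1 tables the same 88 genes had a median of -0.06 in KO1, and the 85 of them with a value in KO2 had -0.12. Of the 88 genes, 18 were among the 446 called in CBFB KO. With weakly expressed genes included, the interval held 145 listed genes, which contributed 21 of the 446 and 3 of the 216 shared genes. KO1 had 0 runs, and the 2 runs of KO2, of 25 and 13 genes, were no longer found once the trend on length and GC content was removed. A shorter run of CBFB KO, of 28 genes from PCDHGA1 to PCDH1, consists mostly of overlapping protocadherin genes that share exons, so that their values are not separate measurements and are uncertain.

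**Figure D3:**
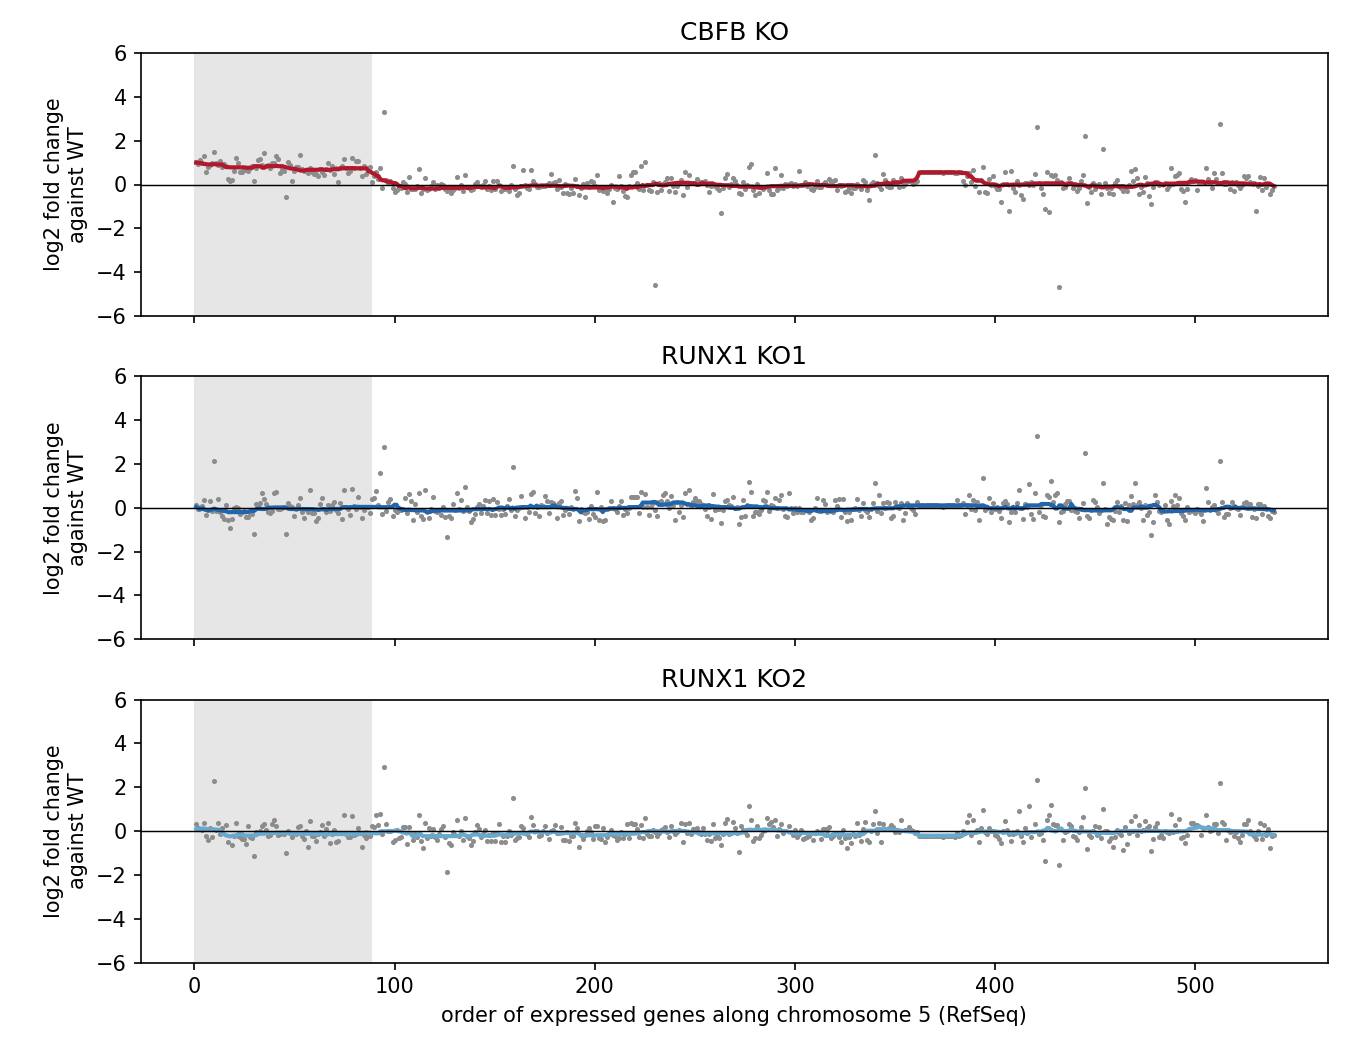
Log2 fold changes against WT (vertical axis, points) of the genes expressed in the CBFB table, in their order along chromosome 5, in each deposited table, where lines give the median of 25 neighboring genes and the shaded band marks the run. In CBFB KO the band lies at a median of 0.76, and in KO1 and KO2 it lies at -0.06 and -0.12.

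Lists of epithelial, mesenchymal, proliferation and interferon-stimulated genes described the state of the cells. Epithelial markers had a median log2 fold change of 0.27, 0.43 and 0.61 in CBFB KO, KO1 and KO2, at percentile 99.9, 100.0 and 100.0. Over all genes 8, 14 and 8 of them had an adjusted p-value under 0.05, against 9, 16 and 11 adjusted over the list alone. Proliferation genes had a median of -0.25, -0.49 and -0.54, each at percentile 0, with 9, 19 and 14 genes past the adjusted threshold and 14, 19 and 18 adjusted over the list alone. Interferon-stimulated genes had a median of 0.61, 0.57 and 0.75, at percentile 100.0, 99.99 and 100.0, with 8, 13 and 11 genes and 12, 13 and 13 adjusted over the list alone. The mesenchymal markers had a median of 0.43 in CBFB KO (percentile 100.0), -0.14 in KO1 (percentile 10.7) and -0.13 in KO2 (percentile 5.90), with members that moved both ways. In that list 11, 12 and 12 genes were past the adjusted threshold, against 11, 13 and 14 adjusted over the list alone. The medians of the RUNX1 clones changed sign, to 0.27 and 1.05, when only members with a mean of at least 100 were used.

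Single mesenchymal markers moved apart between the tables. VIM was higher in CBFB KO by a log2 fold change of 0.64 (SE 0.18, adjusted p = 0.00302) in the authors' deposited table. It was lower in KO1 (-1.74, SE 0.11) and KO2 (-2.77, SE 0.16) in the authors' deposited tables, and the difference from CBFB KO was 2.37 for KO1 (adjusted p = 1.33e-26) and 3.41 for KO2 (adjusted p = 1.02e-43). FN1 rose in all 3 of the authors' deposited tables (0.97, 3.13 and 2.21). SPARC fell in all 3 of the authors' deposited tables, by log2 fold changes of -4.68, -0.63 and -1.56.

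A group of expressed genes was missing from the RUNX1 KO2 table. Among genes with a mean of at least 100 in the KO1 table, 354 were absent from the KO2 table, and 0 were absent the other way. With genes ranked by transcript length into 10 equal parts, the share absent fell from 18.3% among the shortest transcripts to 0.283% among the longest, and 38 of the 83 expressed ribosomal protein genes were absent. The absent genes with a known transcript had a median length of 1452 bases against 3809.5 for those listed. Counts of genes in KO2 cover the listed genes only.

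**Figure D4:**
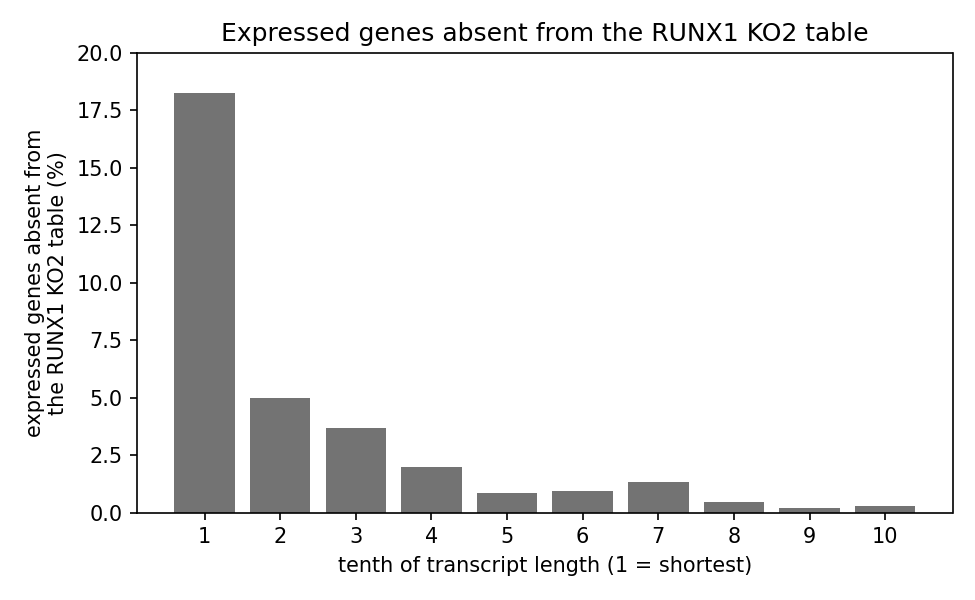
Percentage of genes with a mean of at least 100 normalized counts in the RUNX1 KO1 table that are absent from the RUNX1 KO2 table (vertical axis, bars), in 10 equal parts by transcript length (horizontal axis, part 1 is the shortest). The share was 18.3% in the shortest part, 5.00% in the next and 0.283% in the longest.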

Values the study reported

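The study compared knockout with wild-type MCF10A cells by DESeq at an FDR of 0.05 and a fold-change threshold of 2. It reported 446 genes altered at the transcript level by the deletion of CBFB at that fold change. It reported 212 genes regulated in common by CBFB and RUNX1, described in its results as 138 induced by both proteins and 74 repressed by both. Its methods instead give the 74 as lower in the knockouts and name them the induced genes.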

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

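The tests of library depth, of standard errors and of the chromosome 5 run were chosen after the results were seen, while those of length and GC content and of WT levels were stated before their values were computed.

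In the CBFB KO table, the lowest size factor among the 6 libraries was 0.657, while the next was 1.03 and the highest 1.18. In the RUNX1 KO2 table, the lowest among the 8 libraries was 0.562, while the next was 0.987 and the highest 1.29. Each lay further from the others than chance gives in about 1 of 20 groups, and 2 of the 3 tables showed it. The CBFB table does not say which group its shallow library belongs to. The same 4 WT libraries enter the KO1 table, where all factors lay between 0.921 and 1.10. In the KO2 table the second lowest was 1.75 times the lowest, further than any WT library lies from another, which argues against a WT library as the shallow one there. SEs of fold changes were larger in KO2 than in KO1, by a median ratio of 2.01 across 10174 genes, which argues against variable WT libraries as the reason, since both tables use them. Among 3448 genes with a mean of at least 1000, where counting noise is small, the ratio was 2.25, which argues against low depth as the whole reason. With genes ranked by transcript length into 5 equal parts, the SEs of KO2 in the end parts were 1.34 times those in the middle part, against 1.15 in KO1 and 1.04 in the CBFB table. A length-linked difference among the KO2 libraries, such as from RNA quality or size selection, may therefore contribute. No biological explanation was tested.

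For 15 of the named genes, the response differed between CBFB KO and each of the RUNX1 clones, in the same direction and with an adjusted p-value under 0.05 in both tests. The values that follow are the log2 fold change in CBFB KO minus that in KO1. The targeted gene CBFB itself differed by -4.76. Genes that rose more or fell less in CBFB KO were MYO15A (4.20), CCND2 (2.61), VIM (2.37), SCNN1G (1.76), IL1B (1.48), BEX3 (1.38), DROSHA (0.71) and TCF7 (0.65). Genes that fell more or rose less were NUDT12 (-4.47), SPARC (-4.05), PNLIPRP3 (-2.42), GGT6 (-1.93), GSDMA (-1.36) and MCF2 (-1.13). The top-ranked genes among them were picked for a large change in a single table, so their differences lean away from 0. Experiment, WT libraries and clone all differ between the sides of this comparison. The 2 tests share the CBFB KO values and the RUNX1 WT libraries, so they are not independent. MYO15A had a mean of 0.967 normalized counts in the authors' deposited table for KO1, where a shrunken fold change says little. GGT6 had a mean of 29.7 in CBFB KO against 136 in KO1, so shrinkage may add to its difference. NUDT12 was expressed in both experiments, and its fall in CBFB KO, absent from both RUNX1 clones, leaves a clonal event open, which was not tested.

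By the mean in the CBFB table, VIM was the most abundant of the 19 genes that moved in opposite directions, apart from CCT5. CCT5 is 1 of 4 among them in the chromosome 5 run. With the trend on length and GC content removed, the difference of VIM was 2.27 from KO1 and 3.37 from KO2, so that such a bias accounts for little of it. The level of VIM in WT implied by the deposited means and fold changes was higher in the CBFB experiment, by 1.13 on the log2 scale against the KO1 table and 1.12 against the KO2 table, after centring on the median gene. Across genes this quantity had a spread of 0.44, and the tables were normalized separately. A starting level that alone made the directions differ would have to be lower in the CBFB experiment, which these values argue against. WT cells of the experiments nevertheless appear to differ in VIM, and a dependence of the response on that state, a clonal difference or a RUNX1-specific effect may each be behind the pattern. None of these was tested.

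DROSHA lies in the chromosome 5 run, whose genes had a median of 0.76 in the CBFB KO table, close to the 0.72 of DROSHA in the authors' deposited table. The run had a median of -0.06 in KO1 and -0.12 in KO2. The difference of DROSHA may therefore reflect its position and not CBFB itself. Removing all 145 listed genes of its interval left 425 of the 446 genes changed in CBFB KO.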

How the results depend on the processing

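Alternatives that removed the trend on length and GC content, left out the chromosome 5 run, joined tables by symbol or centred single named genes were chosen after the data had been seen. The cause of a change was not tested unless one is given.

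The 5 counts of changed genes stayed within 1.5 times their value at FDR 0.01 and 0.10, for means of at least 10, with the adjustment repeated over those genes, with centred fold changes and with the length and GC trend removed. With that trend removed, 410 of the 446 genes of CBFB KO, 722 of the 809 of KO1, 733 of the 857 of KO2 and 192 of the 216 shared genes remained. Other thresholds change the counts by construction. In the order CBFB KO, KO1, KO2, both clones and all 3 tables, a fold-change threshold of 1.5 gave 1271, 2289, 1539, 1181 and 532 genes. A threshold of 4 gave 70, 155, 145, 103 and 34, with fewer higher than lower genes in CBFB KO (32 and 38) and in all 3 tables (15 and 19), and no threshold gave 2943, 6481, 2319, 2117 and 966. A mean of at least 100 gave 244, 344, 288, 214 and 106, since fewer genes were eligible. Taking genes changed in either clone gave 1110 genes in place of 556. The intersection of all 3 tables ran from 212 (joined by symbol) to 289 (either clone) under the ways of joining, with 239 for the mean of the clones and 213 without the listed genes of the chromosome 5 run. No alternative scaling moved the share of higher calls by more than 10 percentage points.

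Correlations of fold changes stayed positive. For CBFB KO with KO1 they were 0.670 at a mean of at least 10, 0.576 by rank and 0.753 with the trend removed. For CBFB KO with KO2 they were 0.672 at a mean of at least 10, 0.741 at 1000 and 0.659 by rank. For KO1 with KO2 they were 0.832 at a mean of at least 10, 0.702 at 1000, 0.642 by rank and 0.865 with the trend removed.

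Percentiles of gene lists outside the middle 95% of random lists were read as past a threshold. Centring shifts all genes alike and cannot move these percentiles, so it tests nothing here. With unmatched random lists, the NOTCH targets in KO1 rose to 98.8, past it. With members of a mean of at least 100, the NOTCH pathway in KO2 fell to 95.2 and the NOTCH targets in CBFB KO, then 2 genes, to 86.6. The mesenchymal markers reversed to 97.2 in KO1 and 100.0 in KO2 as 9 members were left, and the RUNX family in CBFB KO, then CBFB and RUNX1 alone, reversed to 0.25. The filter takes the mean over knockout and WT, and the cause is the loss of the weakly expressed members. With the trend removed, the NOTCH targets in KO1 rose to 98.6, and in CBFB KO they fell to 96.0 and the NOTCH pathway in KO2 to 97.2. The mesenchymal markers in KO2 fell to 1.93, past the lower bound. The CBFB-bound transcripts reversed to 25.9 in CBFB KO and 20.7 in KO1, and in KO2 went to 1.04, past the lower bound.

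The 6 results of the targeted genes kept direction and their side of the adjusted p-value threshold under centring and with the trend removed, and so did the 122 values of named genes under centring. With the trend removed, 113 of the 122 kept both. Reversed were small values, HES1 in CBFB KO (-0.0023), DROSHA in KO1 (-0.0696) and KO2 (0.0011), TGFB1 in KO2 (-0.0199), MYO15A in KO1 (-0.13) and NUDT12 in KO2 (0.14), none of them past the threshold before or after. EIF4B in KO2 (-0.28) and RELA in CBFB KO (0.29) were no longer past the adjusted threshold, and HES1 in KO1 (0.24) passed it. By the fold-change threshold of 2 as well, MFNG in CBFB KO (0.94) and JAG1 in KO1 (0.92) were no longer called, and FN1 in CBFB KO, at 0.97 before, was.

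No paired analysis was possible because the tables hold no value per library. For the same reason a count model (edgeR or DESeq2), fits without a replicate, a replicate block and fold changes from group means with a pseudocount of 10 were not run, and other splits of the samples were not tested. The lower precision in KO2 limits the calls at small fold changes, and the genes absent from a table limit every overlap.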

Other observations

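The tests below of absent genes, of exchanged labels, of the trend between the clones, of the join by symbol and of the chromosome 5 run, other than that of length and GC content, were chosen after the results were seen.

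The run of raised neighbors on chromosome 5 in the CBFB KO table spans 88 expressed genes. No shuffled gene order gave a window as high (permutation p = 0.001, the smallest that 1000 shuffled orders can give), which argues against chance. Its median was 0.82 with the trend on length and GC content removed, which argues against that bias. In the RUNX1 tables its median was -0.0557 in KO1 and -0.12 in KO2, which argues against shared CBFB-RUNX1 control of these genes. Extra DNA copies in the CBFB KO clone remain as a candidate explanation. The run began with 0 expressed genes before it on the chromosome and ended at a gap that was number 2 in size of the 538 gaps between expressed genes of chromosome 5, with the widest gap inside the run. Such ends would go with a gain of a whole chromosome arm. With the trend on length and GC content removed, however, the run found had 94 genes and ended past that gap, at FST, where the gap was number 305 in size. FST, chosen after its value was seen, was raised in all 3 of the authors' deposited tables (3.33, 2.78 and 2.91), so the end of the run is uncertain and a whole-arm gain stays open. Within it, 98.9% of genes were higher than in WT, against 49.9% elsewhere, and the interquartile range of their log2 fold changes was 1.16 times that elsewhere. The 451 expressed genes after it on the chromosome had a median of -0.01. DNA was not measured, so the copy number itself is untested, as is a loss in the WT cells compared. The 145 listed genes of its interval hold 8.17% of the genes called higher in CBFB KO.

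RUNX1 mRNA was higher in both RUNX1 knockout clones. With the trend on length and GC content removed it was still higher, by 0.40 in KO1 and 0.50 in KO2, or 4.54 and 3.85 SEs. Had knockout and WT been exchanged in the RUNX1 tables, their fold changes would run against those of the CBFB KO table, in which CBFB itself fell. The correlations across genes were 0.703 and 0.724. A small insertion or deletion made by Cas9 can abolish a protein without lowering its mRNA, and lost self-repression by RUNX1 may raise it. Neither was tested on these libraries, though the study reports RUNX1 deletion in MCF10A cells by immunoblot. It also reports that RUNX1 protein was lost in CBFB KO, where RUNX1 mRNA was not detectably raised (0.17, SE 0.12). That does not decide on self-repression, since the difference from either clone was not past the adjusted threshold.

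Expressed genes absent from the RUNX1 KO2 table, those with a mean of at least 100 in the KO1 table, were mostly short. Of 10 equal parts by transcript length, the shortest had 18.3% of its genes absent, and the median GC content of absent genes was 58.3% against 47.9%. Over all genes of the KO1 table, 4.39% (170 of 3870) were absent at a mean of at least 1000, against 44 of 2925 genes at a mean of 10 to 100, which argues against a filter on low expression as the reason for the expressed ones. Under a mean of 10, 7.58% were absent, where such a filter stays open. A transcript length bias among the KO2 libraries may have made counts of short genes vary so much that the authors' software set them aside as count outliers, which was not tested. In the CBFB table, absent genes with a mean of at least 100 in the KO1 table included IL32, PLAU, MMP9 and IL1A, which were chosen after their values were seen.

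The clones KO1 and KO2 differed by transcript length and GC content. Across 10094 genes, the log2 fold change of KO2 minus that of KO1 had a Spearman correlation of -0.52 with transcript length, and its median fell from 0.26 to -0.19 from the shortest to the longest of 5 equal parts by length. Its correlation with GC content was 0.43. Against WT, the fold changes of KO1 followed length (Spearman 0.36, with GC content -0.03), and those of KO2 followed GC content (0.34, with length -0.08). Fold changes of CBFB KO also followed GC content (0.26, with length -0.09), so a trend on GC content was not confined to the RUNX1 libraries. Genes are not independent replicates. As both clones share WT, a bias by transcript length or GC content between the KO1 and KO2 libraries may cause the difference between the clones. A trend over all expressed genes is hard to ascribe to single targets. Part of the biology that follows gene length would look alike, and no biological explanation was tested. With the trend removed, the correlation between the clones rose from 0.802 to 0.865.

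Joined by gene symbol in place of Entrez ID, the tables shared 212 genes, 138 higher and 74 lower in the knockouts. All 4 genes lost by that join have another symbol in the CBFB table than in the RUNX1 tables, namely BEX3, ADGRG2, P3H2 and NECTIN4, chosen after their values were seen. The difference in symbols is enough to account for the 4 genes. All 74 lower genes fell with the loss of CBFB and RUNX1, and all 138 higher genes rose. The study's results word the 138 as induced by both proteins, which is the opposite direction, while its methods call the 74 lower genes the induced ones, as here.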
